A study of Hordeum vulgare with 6 samples. Its data were reported in "Pi-starvation induced transcriptional changes in barley revealed by a comprehensive RNA-Seq and degradome analyses" (2021).

How the data were processed

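Shoots of barley (Hordeum vulgare), grown in soil with 8 mg of phosphorus per kg that received either no further phosphate (low-Pi) or 60 mg of phosphorus per kg (control), were harvested on day 23, and poly(A) RNA sequencing libraries were made from 3 low-Pi and 3 control samples. Per the labels, plants were kept under 16 h of light at 22 °C. The authors put 1500 ng of total RNA into each library preparation (Lexogen SENSE mRNA-Seq V2), added SIRV and ERCC synthetic spike-in RNA, and read the libraries in pairs of 150 cycles. They trimmed the reads, mapped them to the barley genome IBSC_v2 with the Ensembl Plants Genes 42 annotation, and compared the groups in CLC Genomics Workbench, whose two-group test fits a negative binomial generalised linear model to each gene. The version of that program, its strand setting and its treatment of reads that map to several places are not given in the sources used here.

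The data used were a single table of that comparison. It holds no value per library, so depth per sample is unknown and no standard deviation, count model or test across libraries could be added. For 39841 listed genes the authors' deposited table gives coordinates on IBSC_v2, which are printed here counting from 1. It gives the higher of the 2 group means as a normalised expression signal that the authors deposited without naming its unit in the file. The methods of the study name TPM, but the column summed to 589470 over all genes. This is less than TPM taken as a maximum over groups would reach over all transcripts. The methods also define RPKM, which has no fixed sum, so the unit stays unknown. The signal is called a level below and is compared only within the table. The log2 fold change the authors deposited is low-Pi over control as fitted by their model, and their signed fold change is the same number on the linear scale. It carries no standard error. The p-value the authors deposited comes with a Bonferroni and a false discovery rate (FDR) adjustment. Both adjustments were found to count all 39841 genes, although 12819 of them had a highest group mean of 0 and no p-value, which left 27022 genes tested. A p-value below the numeric limit of the file is listed as 0, which was the case for 14 genes.

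The main tests, the rule for naming genes and the alternatives not marked as later were fixed before the data were examined. A gene was called at an adjusted p under 0.05 after Bonferroni correction, the rule of the study, and the FDR at the same threshold served as an alternative. The text names the 10 highest and 10 lowest fold changes among called genes, the members of lists of genes that the study mentions, the miRNA targets found in its shoot degradome, and the 3 genes with the highest level. The rule also asked for members of keyword lists and for a PCR reference gene, which need gene descriptions. No descriptions were in the table, and 0 of the 39733 nuclear identifiers matched the RefSeq name table used here, which is for the MorexV3 assembly, so these lists were left out. Gene names are those of the study: its text pairs an identifier with a name, or states a name with a fold change that belongs to 1 called gene only. This match by value, made on the table itself, gave the names of PHO1-3, FD1, the mitochondrial-processing peptidase, the most strongly induced chlorophyll binding protein, alpha-amylase, nitrite reductase, both laccases, the inactive purple acid phosphatase, beta-sesquiphellandrene synthase, glutamate carboxypeptidase and the caleosin-like gene, so for these the fold change is no check of the name. Some light harvesting genes are known only from a functional listing of the study. These lists were put together here by function, from genes that the text or supplement of the study reports on these same libraries. The study's text also groups some of these genes, not always with the same members. Examples are Pi signalling, the link of nitrate with phosphate, and the inductions above that of IPS1. The lists are described without a test.

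From the table, the split of called genes between directions was tested with an exact two-sided binomial test. Called genes per chromosome were compared with all tested genes on 1H to 7H by two-sided Fisher's exact tests, adjusted by Benjamini-Hochberg over 14 tests. Predicted targets of small RNAs (degradome sequencing reads the 5′ ends of cleaved transcripts) came from other libraries of the study. Their calls were compared with those of all other genes by Fisher's exact test, adjusted over 6 tests, and the median log2 fold change of a list with at least 10 measured members was set against random genes matched on level in 20 bins by a permutation test with 100000 resamples. Genes are not independent replicates in any of these tests. The scripts were tested on simulated data. The list test called 4 of 100 simulated lists without a shift and 98 of 100 with a planted one over 27022 genes, and the chromosome test passed in 4 of 100 simulations without enrichment and in 100 of 100 with a planted 5-fold rate on 2H over 25742 genes. The simulated lists were longer than the shoot target list, and the planted effects were larger than those found below. These rates are therefore no measure of power for the results here. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

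Alternatives covered the correction, a fold threshold, the minimum level (1 or 10), the background of the chromosome tests and the merging of called genes within 100 kb into 1 locus. Motif searches upstream of the called genes need a genome of the build used and were not run.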

Results

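The transcriptomes of barley shoots from plants grown without added phosphate (low-Pi) and with sufficient phosphate (control) were compared, with 3 libraries in each group. Pi stands for inorganic phosphate. The comparison asks which shoot genes respond to a shortage of phosphate. The number of reads per library is not known here, and each fold change is the fitted value of low-Pi over control in the authors' deposited table, which lists 39841 genes and tests 27022 of them.

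In low-Pi shoots, called genes with the largest rises were FD1 for a ferredoxin and genes for a mitochondrial-processing peptidase, a chlorophyll binding protein and an alpha-amylase, followed by IPS1, GDPD1 and MGD2. The fold sizes of FD1 and the peptidase gene are uncertain, because they rest on almost no signal in the control group. In the authors' deposited table, IPS1, a non-coding RNA that sequesters miR399, was 59.4-fold higher in low-Pi. GDPD1, which releases glycerol-3-phosphate from lipid breakdown products, was 54.8-fold higher and the galactolipid synthase MGD2 38.5-fold higher in the authors' deposited table. An oxalate oxidase, an enzyme that makes hydrogen peroxide from oxalate, was 21.3-fold lower and chalcone synthase 2, at the entry to flavonoid synthesis, 8.29-fold lower in the same authors' deposited table. The levels of the alpha-amylase and this oxalate oxidase were only 0.836 and 0.978 in the authors' deposited table. By the authors' deposited table, 98 genes passed the Bonferroni threshold, of which 56 rose and 42 fell in low-Pi.

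All 98 were the genes the study itself listed. The smallest change among them in the authors' deposited table was 2.63-fold. The excess of higher over lower calls was not beyond chance, at 57.1% higher (exact 95% interval 46.7 to 67.1%; exact binomial p = 0.189). At an FDR under 0.05 the authors' deposited table gives 290 genes, 136 higher and 154 lower, so 46.9% were higher (exact 95% interval 41.0 to 52.8%), which is not beyond chance either (exact binomial p = 0.318). No error of a single fold change can be given, since the table holds no value per library.

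**Figure D1:**
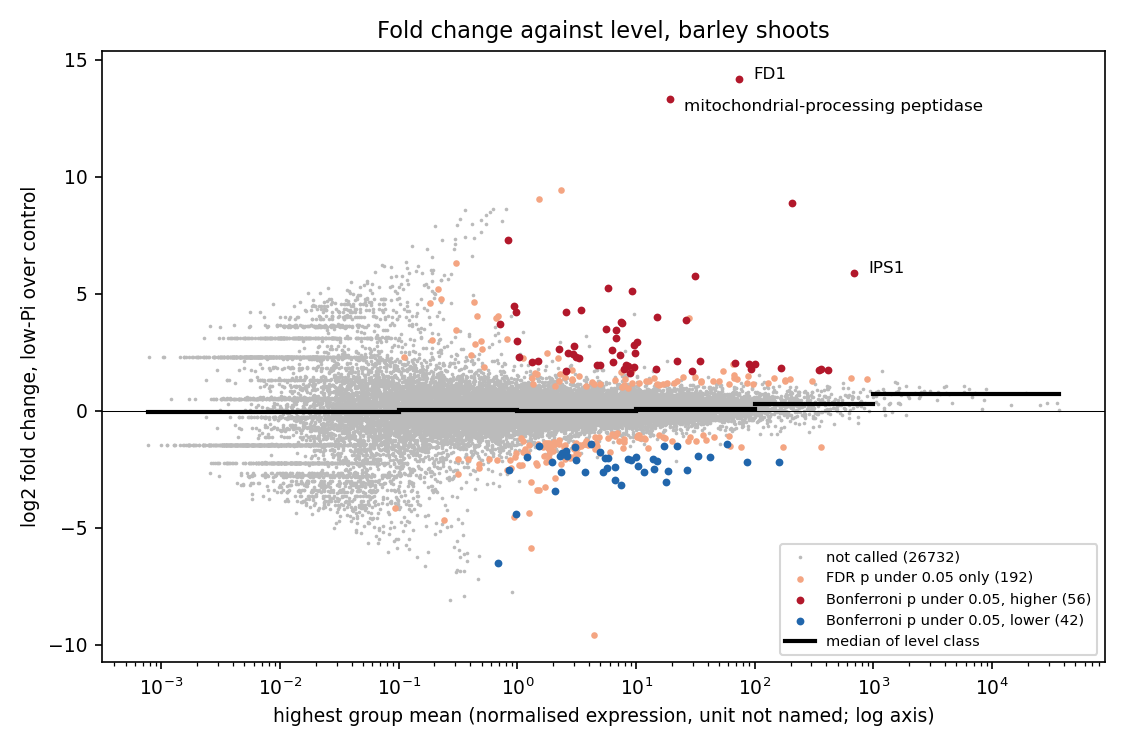
Log2 fold change of low-Pi over control (vertical axis) against the highest group mean (horizontal log axis, normalised expression whose unit the table does not name) for the 27022 tested genes, with the 98 Bonferroni calls in red (56 higher) and blue (42 lower), the 192 genes that passed only the FDR in orange, and black bars for the median of each level class. The bars stay near 0 up to a level of 100 and lie at 0.28 and 0.72 in the highest classes, and most extreme folds that passed neither threshold sit at low levels.

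Genes of phosphate signalling moved mostly upwards. Of 11 members of the Pi signalling list, 9 rose and 1 fell at the Bonferroni threshold in the authors' deposited table, and the list is not independent evidence of this direction, because it was put together here from genes the study picked out, all but PHO2 on these samples. IPS1 (HORVU4Hr1G079600, chromosome 4H, 612845933 to 612846721, minus strand) had a log2 fold change of 5.89 and the highest level of all called genes, 685, in the authors' deposited table. SPX5 (HORVU2Hr1G031400) and SPX1 (HORVU7Hr1G089910), which belong to the SPX family of phosphate sensors, rose by 3.44 and 1.78 on the log2 scale in the authors' deposited table. The phosphate exporter gene PHO1-3 (HORVU7Hr1G047210) rose by 2.97 and the phosphatase-like HAD1 (HORVU1Hr1G054430) by 1.95 in the authors' deposited table, while an inositol phosphate kinase gene (HORVU3Hr1G076320) rose by 1.73. PHO1-3 had a level of only 0.992 in the authors' deposited table. A pair of inorganic pyrophosphatase genes on chromosome 3H, HORVU3Hr1G068380 and HORVU3Hr1G068390, rose by 4.01 and 3.48 in the authors' deposited table. The second lies within the annotated span of the first on the opposite strand (518520093 to 518526760), and strand use in counting is not stated, so these values are uncertain as separate measurements.

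The vacuolar phosphate transporter genes of the SPX-MFS type went in opposite directions. SPX-MFS2 (HORVU6Hr1G065710) rose by 2.79 on the log2 scale, whereas SPX-MFS1 (HORVU2Hr1G094690) fell by 2.58, both past the Bonferroni threshold in the authors' deposited table. PHO2 (HORVU1Hr1G085570), the ubiquitin-conjugating enzyme that restrains phosphate transporters, had a log2 fold change of -1.33 in the authors' deposited table, with an FDR p of 0.00666 and a Bonferroni p of 1. Over the 45 genes in the 9 lists of genes picked out in the study, 33 rose and 11 fell at the Bonferroni threshold of the authors' deposited table, and all 45 passed when adjusted over the list alone, a count that is not independent evidence either.

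All 4 listed lipid remodelling genes rose in the authors' deposited table: GDPD1 (HORVU3Hr1G079900) by 5.78, MGD2 (HORVU4Hr1G044140) by 5.27, a diacylglycerol lipase gene (HORVU3Hr1G017440) by 4.21 and the sulfolipid synthase gene SQD2-like (HORVU3Hr1G010540) by 3.74 on the log2 scale. The lipase gene had a level of only 0.975 in the authors' deposited table. Of 6 purple acid phosphatase genes, whose products free phosphate from organic esters, 5 rose, between HORVU5Hr1G044460 with 1.63 and HORVU5Hr1G055570 with 2.60 in the authors' deposited table. The other member, annotated in the study as a probable inactive form (HORVU5Hr1G081950), fell by 1.75 in the authors' deposited table. An S1/P1 endonuclease gene (HORVU2Hr1G112830) rose by 3.11 in the authors' deposited table. HORVU6Hr1G007360, which had been put on the nuclease list although the study's supplement calls it an uncharacterized protein, rose by 3.72 at a level of only 0.716 in the authors' deposited table. Phosphoenolpyruvate carboxylase (HORVU3Hr1G029200), which forms oxaloacetate and releases phosphate, and the carboxylase kinase PPCK2 (HORVU6Hr1G058780) rose by 1.73 and 1.79 in the authors' deposited table. These lists, too, were put together here from genes the study picked out on these samples and are not independent evidence.

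**Figure D2:**
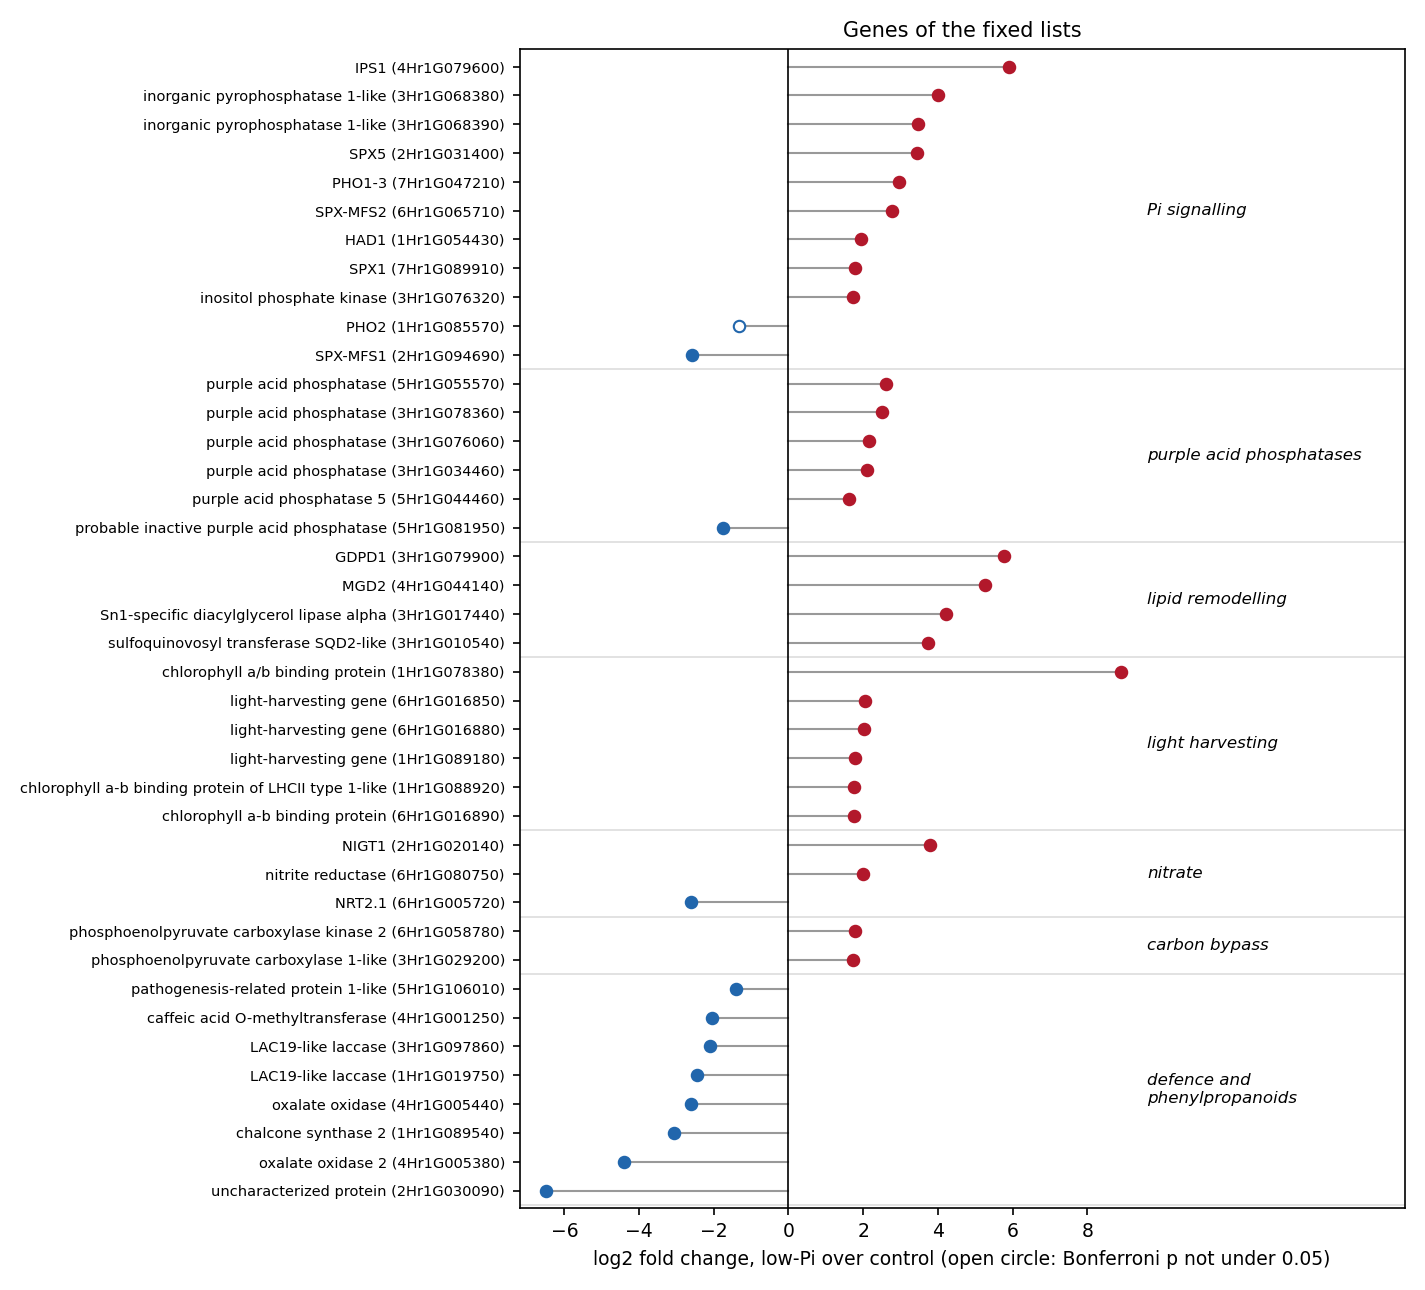
Log2 fold change of low-Pi over control for the members of 7 lists of genes picked out in the study, with the gene name and identifier (without its HORVU prefix) on the vertical axis; red circles are higher and blue ones lower in low-Pi, and an open circle marks a gene that did not pass the Bonferroni threshold. All genes of lipid remodelling, light harvesting and carbon bypass lie above 0, all 8 of the defence list lie below 0, and PHO2 is the only open circle.

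The 6 listed light harvesting genes all rose. These genes, which bind chlorophyll in the antennae of the photosystems, passed the Bonferroni threshold in the authors' deposited table, again on a list of genes the study picked out on these samples and without a test of the group. Left out of the list was HORVU1Hr1G089620, which the study's supplement names a chlorophyll a-b binding protein with a rise but which fell by 1.92 in the authors' deposited table (Bonferroni p under 0.05). The supplement gives the same name and log2 rise, 1.75, to the listed gene HORVU1Hr1G088920. The identifier in that entry may therefore be wrong, and the name of HORVU1Hr1G089620 is uncertain. Of the 6 listed genes, 5 had log2 fold changes between 1.75 and 2.04, and the remaining gene (HORVU1Hr1G078380) reached 8.90 in the authors' deposited table. The group's levels ran from 67.7 to 411, and genes at such levels tended upwards as a whole: the median log2 fold change in the authors' deposited table was 0.28 for the 508 genes with a level from 100 to 1000, of which 76.0% were above 0, against 0.00 for the 9949 genes with a level from 1 to 10. After subtraction of the median of the level class, the 6 genes still stood at 1.47 to 8.62. Each of 5 lies next to another called gene within 100 kb, in clusters on 1H and 6H where reads may be shared between copies in a way the table cannot resolve.

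Only 4 called genes rose more than IPS1. In the authors' deposited table these were the ferredoxin gene FD1 (HORVU4Hr1G002520) with a log2 fold change of 14.20, a mitochondrial-processing peptidase gene (HORVU0Hr1G008980) with 13.35, HORVU1Hr1G078380 and an alpha-amylase gene (HORVU6Hr1G080790) with 7.30. The level in the lower group is not given, so their fitted folds are no measured ratios. FD1 had a level of 72.9 and a fitted fold of 18802 in the authors' deposited table, and the peptidase gene 19.2 and 10407. Such values leave almost no signal in the control group, so these fold sizes are uncertain. For HORVU1Hr1G078380 the level was 206 and the fitted fold 479. The alpha-amylase gene had a level of only 0.836 in the authors' deposited table. FD1 (4H, 4852471 to 4853085, minus strand) lies within the span of HORVU4Hr1G002510 on the opposite strand, which had a log2 fold change of 0.15 (p = 0.648) in the authors' deposited table. Further genes among the 10 highest were HORVU5Hr1G062450 (5.14), HORVU5Hr1G066300 (4.48), both without a name in the study's text, and an inactive protein kinase gene (HORVU3Hr1G091170, 4.30) in the authors' deposited table. HORVU5Hr1G066300 had a level of only 0.937 in the authors' deposited table. The 3 genes with the highest levels together held 17.1% of the summed level. Their log2 fold changes were 0.03 for HORVU6Hr1G053170, 0.32 for HORVU5Hr1G038630 and 0.34 for HORVU0Hr1G003660 in the authors' deposited table, and none was called.

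Nitrate genes moved in both directions. The transcriptional repressor gene NIGT1 (HORVU2Hr1G020140) rose by 3.80 and nitrite reductase (HORVU6Hr1G080750) by 1.98, while the high-affinity nitrate transporter gene NRT2.1 (HORVU6Hr1G005720) fell by 2.60 on the log2 scale in the authors' deposited table. All 8 members of the defence and phenylpropanoid list fell, again a list of genes the study picked out on these samples, and 1 of the 8 is the uncharacterized HORVU2Hr1G030090. Oxalate oxidase genes HORVU4Hr1G005380 and HORVU4Hr1G005440, which lie 11727 bp apart on 4H, fell by 4.41 and 2.62 in the authors' deposited table. Chalcone synthase 2 (HORVU1Hr1G089540) fell by 3.05, caffeic acid O-methyltransferase (HORVU4Hr1G001250), an enzyme of lignin synthesis, by 2.05, and a gene like pathogenesis-related protein 1 (HORVU5Hr1G106010) by 1.40 in the authors' deposited table. The laccase genes HORVU1Hr1G019750 and HORVU3Hr1G097860, whose products polymerise lignin, were 5.43-fold and 4.28-fold lower in the authors' deposited table. The strongest decrease, 6.50, belonged to that uncharacterized gene at a level of 0.688 in the authors' deposited table. Other genes among the 10 lowest were beta-sesquiphellandrene synthase (HORVU2Hr1G007600, -3.41), glutamate carboxypeptidase (HORVU0Hr1G020860, -3.17), a caleosin-like gene (HORVU2Hr1G088640, -2.95), a cytochrome P450 gene (HORVU2Hr1G006830, -2.62) and a pyridoxal phosphate-dependent transferase gene (HORVU1Hr1G070220, -2.61) in the authors' deposited table.

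Whether called genes gather on particular chromosomes was asked next. Genes lower in low-Pi numbered 11 on 2H where 6.75 were expected, and higher genes numbered 12 on 3H, 12 on 5H and 9 on 6H against 8.51, 9.0 and 6.41 expected from the tested genes in the authors' deposited table. None of the 14 Fisher's exact tests passed after Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.626. The smallest unadjusted p was 0.0872, for the lower genes on 2H with an odds ratio of 1.88. When calls were made at the FDR instead, 40 lower genes lay on 2H against 25.4 expected (odds ratio 1.79, Fisher's exact test, adjusted p = 0.0406), and no other chromosome passed.

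**Figure D3:**
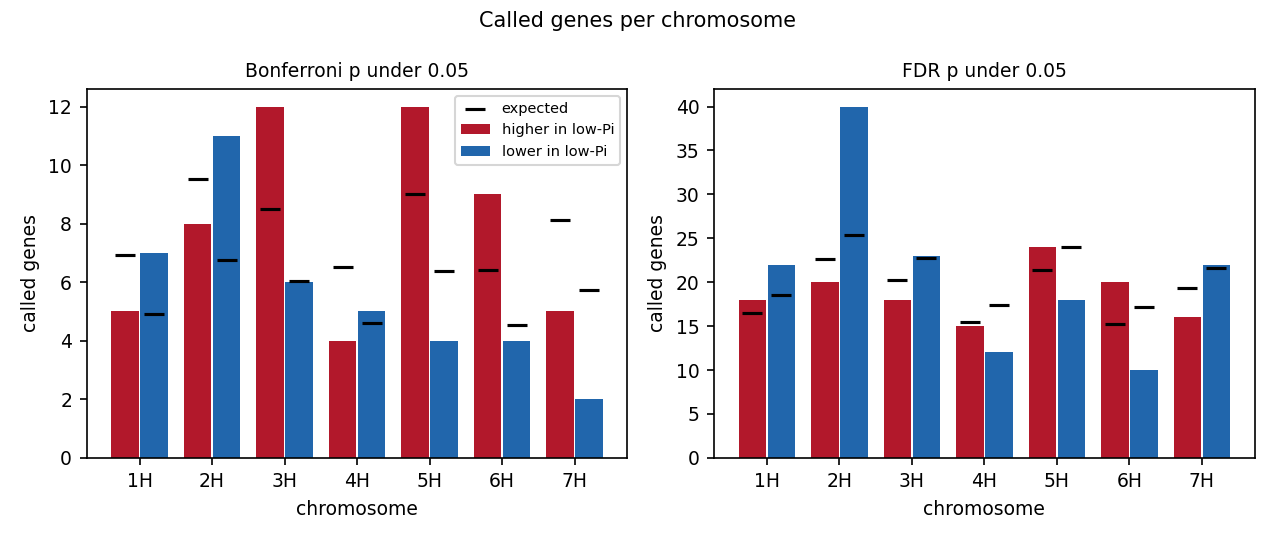
Number of called genes (vertical axis) per chromosome for Bonferroni calls (left) and FDR calls (right), higher in low-Pi in red and lower in blue, with black dashes for the number expected from all tested genes. The bar for lower genes on 2H exceeds its dash in both panels (11 against 6.75 and 40 against 25.4).

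Transcripts with predicted small RNA cleavage sites were followed as a group. The shoot and root lists pool targets of small RNAs whatever their own direction in low-Pi, so the median of either has no single predicted direction. The shoot miRNA targets were SPX-MFS1, SPX-MFS2 and PHO2. The study reports that miR399 and miR827, which it pairs with these targets, rose in low-Pi shoots. SPX-MFS1 and, at the FDR, PHO2 fell, whereas SPX-MFS2 rose, as given above. The shoot degradome named 14 targets in all. Of these, 11 were measured in the authors' deposited table, 8 with a fold change below 0 and 3 above. Their median log2 fold change was -0.26, against 0.05 in random genes of the same level (central 95% -0.28 to 0.41), a difference that did not pass the permutation test (p = 0.0784). Called genes were more frequent than elsewhere among the 3 shoot miRNA targets in either direction (1 higher and 1 lower, Fisher's exact test, adjusted p = 0.0186 for each) and among the 11 shoot targets (adjusted p = 0.0338 for each), the same SPX-MFS genes in both. Each of these p-values rests on 1 gene, and with calls at the FDR the higher direction among the 11 shoot targets no longer passed Fisher's exact test (adjusted p = 0.081). The editing factor gene MORF9 (HORVU7Hr1G073170) had a log2 fold change of 0.52 and glutaminyl-peptide cyclotransferase (HORVU7Hr1G003920) -0.17 in the authors' deposited table, and neither was called. For the 124 measured root targets the shoot median was 0.09 (permutation p = 0.235), and SPX-MFS2 was their only Bonferroni call in the authors' deposited table.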

Values the study reported

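The study counted 98 differentially expressed genes in low-Pi shoots, 56 up and 42 down. It gave log2 fold changes of 5.89 for IPS1, 4.01 for an inorganic pyrophosphatase, 3.44 for SPX5, 2.97 for PHO1-3, 2.79 for SPX-MFS2 and 1.95 for HAD1. For genes induced beyond IPS1 it stated 14.20 for ferredoxin FD1, 13.35 for the mitochondrial-processing peptidase, 8.90 for a chlorophyll binding protein and 7.30 for alpha-amylase. Among repressed genes it stated log2 decreases of 6.50 for HORVU2Hr1G030090, 4.41 for oxalate oxidase and 2.58 for SPX-MFS1. A Pi-responsive motif was found in the promoters of 55 of the 98 genes. The study also measured some called genes by droplet digital PCR in shoots. It reported significant rises for the S1/P1 endonuclease and an exonuclease, and significant falls for both oxalate oxidase genes.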

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

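The corrections over fewer genes and the distance of 1 Mb were chosen after seeing the data, as were the subtraction of level medians and the root list without its genes shared with the shoot. Against 98 genes at the Bonferroni threshold, 290 passed the FDR, which included all 98, and 35 remained when a level of at least 10 was required. A level of at least 1 left 90, a Bonferroni correction over the 27022 tested genes gave 103, and over the 14357 genes with a level of at least 1 gave 99. Leaving out called genes within 1 Mb of another left 71. The share of higher genes turned from 57.1% to 46.9% at the FDR, because the 192 added genes were 80 higher and 112 lower. Over all genes with a level of at least 1 it was 53.2%, a share set by where the normalization puts its 0 and so no test of a direction. The number of chromosome and direction pairs past the threshold went from 0 to 1 at the FDR (lower genes on 2H, odds ratio 1.79) and to 1 at the FDR with called genes within 100 kb as 1 locus (odds ratio 1.86, a setting chosen after seeing the data), and stayed at 0 under the settings that kept the Bonferroni calls. The median of small RNA targets went from -0.26 in the shoot list to 0.094 in the root list, and to 0.094 in that list without SPX-MFS2 and PHO2, and neither passed; the cause was not tested. Lower calls went from 1 to 2 in the shoot target and Pi signalling lists and from 0 to 1 in the root list, both at the FDR and adjusted over the list alone, since PHO2 then passed. Without the genes the study had called, the count in each target list and in Pi signalling was 0 by construction, and a level of at least 1 left only the S1/P1 endonuclease, 1 gene of 2, on the list with HORVU6Hr1G007360. All 52 called named genes kept their sign after subtraction of level medians. No sign could have turned, since the largest median taken off was 0.28 and the smallest absolute log2 fold change among called genes 1.40. Of the 52, 7 had a level under 1 and 32 under 10.

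No paired analysis was possible because the table holds no values per library, and the replicate numbers pair no samples. For the same reason other normalizations, count models, pseudocounts, spike-in scaling, a set test with library values, leaving out each replicate, and other splits of the samples were not run. The filter on duplicated families was not run without gene descriptions, the shoot targets without the SPX-MFS genes were too few to test, and the motif tests need a genome. Depth per library is unknown, so its effect was not tested; 56 of the 62 genes with a larger fold size than IPS1 had a level under 1, and 5 of the 62 were called.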

Other observations

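Of the tests in this part, only the matching on span was set before its result was seen; the tests of organelle medians and counts, of scaling, of the inductions above IPS1 and of neighbouring genes were chosen after. Genes of the plastid genome, which the table names by symbol, lay mostly above 0. Of the 49 measured plastid genes, 41 had positive log2 fold changes in the authors' deposited table. By the authors' test in CLC Genomics Workbench none passed the FDR (5 had an unadjusted p under 0.05), which does not show that no gene changed. Their median was 0.52 against 0.05 in random genes of the same level (central 95% -0.10 to 0.22; permutation p = 1e-05, the smallest the resamples can give). All 6 ATP synthase genes had positive values in the authors' deposited table (median 0.61), as did psaA (0.25), psaB (0.41) and the carbon-fixing rbcL (0.54), while psbD stood at 0.03 and psbA, at a level of 1387, at 0.33, genes singled out after their values were seen. The 24 mitochondrial genes had a median of 0.45 (permutation p = 0.00316), with 16 above 0. Poly(A) selection captures few organelle transcripts, and genes of 1 organelle are not independent, so these values describe the libraries only.

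Among the 192 genes that passed the FDR but not the Bonferroni correction, 112 were lower in low-Pi, and PHO2 was 1 of them.

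Abundant genes leaned towards low-Pi: the median log2 fold change was 0.72 in the 61 genes with a level of at least 1000, of which 95.1% were above 0, and none of them was called. A single scaling factor between the groups would shift all levels alike, but the 569 genes with a level of at least 100 stood 0.30 above those of level 1 to 10 (95% bootstrap interval 0.27 to 0.33). The bootstrap intervals of this paragraph resample genes and hold no variation between libraries. Abundant genes had shorter annotated spans (median 2702 against 4373 bp), and after matching on span the gap was 0.24 (0.18 to 0.30), so most of it remained. Plastid and mitochondrial genes were only 3 of the 569, too few to set their median. A response of abundant transcripts to low phosphate remains a hypothesis, and RNA quality, transcript length without introns and the share of reads taken by each library's top genes were not testable here.

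The 4 inductions above that of IPS1 differ in their p-values. FD1 had a larger fold and a higher level than 86 other called genes, yet 51 of these 86 had a smaller p in the authors' deposited table, and for the mitochondrial-processing peptidase it was 62 of 74, whereas for the chlorophyll binding protein gene HORVU1Hr1G078380, with a p listed as 0, it was 0 of 91. Uneven expression among the low-Pi libraries may give the p-values of FD1 and the peptidase gene. For HORVU1Hr1G078380 no p can lie below the listed 0, so its count was fixed in advance and decides nothing. The alpha-amylase gene had only 2 genes to compare (both with a smaller p), so it decides nothing either. The levels and fitted folds of FD1 and the peptidase gene leave almost no signal in the control group. A model fitted to such a group could also give their p-values, which was not tested. A response of the 4 genes to low phosphate stays open as well. Only 1 of the 4 genes (FD1) overlaps another listed gene, so reads of overlapping listed genes could not be the source of the other inductions. For FD1 they stay open, since HORVU4Hr1G002510 had a level of 40.7 in the authors' deposited table.

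Called genes lay next to one another more often than random genes: at the Bonferroni threshold 8 neighbouring pairs lay within 100 kb, all with the same direction, against a median of 0 and an upper bound of the central 95% of 2 in 10000 random draws matched on level (permutation p = 1e-04, the smallest the draws can give). With calls at the FDR there were 23 pairs, of which 19 shared a direction. The Bonferroni pairs included the light harvesting genes on 1H and 6H, the oxalate oxidase genes and the pyrophosphatase genes. Overlapping gene models concern 1 of the 8 pairs, the pyrophosphatase genes, so they could not be the source of the rest. Reads shared between near-identical copies may add to it, which the differences in fold change cannot decide. The log2 fold changes within pairs differed by a median of 0.40, inside the range of random called pairs of the same direction (0.29 to 2.14). Pairs in the light harvesting clusters on 1H and 6H differed by 0.03 to 0.27, and the other pairs by 0.53 to 1.80. Some partners have no name here, so which pairs are copies of one another is not known. Shared reads and a joint response of neighbouring genes to low phosphate cannot be told apart without sequences.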
